# Elevated Expression of AKR1C3 Increases Resistance of Cancer Cells to Ionizing Radiation via Modulation of Oxidative Stress

**DOI:** 10.1371/journal.pone.0111911

**Published:** 2014-11-24

**Authors:** Wei Xiong, Jing Zhao, Hongliang Yu, Xiaoying Li, Shaoqian Sun, Yi Li, Qing Xia, Chuanling Zhang, Qiuchen He, Xianshu Gao, Lihe Zhang, Demin Zhou

## Abstract

With the aim to elucidate the etiology of radioresistance, we explored the genetic alterations in non-radioresistant vs. resistant esophageal cancer cells acquired by long-term fractionated radiation. We found AKR1C3, an aldo-keto reductase expressed seldom in most human tissues, expressed higher in radioresistance-acquired cells. Suppression of AKR1C3 via RNAi or its chemical inhibitors restored the sensitivity of the acquired tumor cells and xenograft BALB/c nude mice to ionizing radiation (IR). Cellular monitoring of the oxidative stress in the AKR1C3-elevated cells indicated that IR-induced ROS accumulation and the concomitant DNA damage was significantly alleviated, and such protective consequence disappeared upon AKR1C3 knockdown. These findings uncover the potential involvement of AKR1C3 in removal of cellular ROS and explain, at least partially, the acquired radioresistance by AKR1C3 overexpression. A retrospective analysis of esophageal carcinomas also indicated a significant expression of AKR1C3 in radio-resistant but not radio-sensitive surgical samples. Our study may provide a potential biomarker for predicting prognosis of radiotherapy and even direct a targeted therapy for esophageal cancer and other tumors.

## Introduction

Ionizing radiation (IR) is the most effective nonsurgical treatment for most tumors [1]. Such therapeutic intervention usually relies on the interaction between IR and water molecules in cells that produces excessive reactive oxygen species (ROS) and thus places cancer cells under extensive oxidative stress [2]. The highly unstable ROS react with DNA and other macromolecules in the vicinity, producing gene defect, chromosome aberration and other damage [3]. Mitochondria damage by IR can even lead to prolonged oxidative stress and thus further damages DNA and other cellular molecules [4]. Accumulation of DNA damage is an important factor in triggering IR-induced failure of cell division and proliferation that leads to cell apoptosis [5].

Despite of the therapeutic significance, IR resistance is a major impediment to cancer therapy [6]. It has been reported that repairing of IR-induced DNA damage, either double strand breaks or single strand defects, is one important mechanism underlying cancer recurrence and radioresistance [7]–[11]. Removal of IR-generated ROS by antioxidant enzymes constitutes alternative mechanism leading to radioresistance. Glutathione peroxidase (GPx), peroxiredoxin (TPx) and superoxide dismutase (SOD), the largest class of antioxidant enzymes, have such ability to diminish IR-induced ROS accumulation [12]–[14]. Certain cancer cells and cancer stem cells contain a higher expression of antioxidant enzymes and are thus preferentially spared from irradiation [15], [16]. Discovery of other cellular enzymes involved in counteracting oxidative stress may be helpful for diagnosis of non-susceptible patients to radiotherapy and even direct an effective targeted therapy for malignant tumors.

Esophageal cancer is a common cancer with a 5-year survival rate of 5–19% [17]. There is strong evidence suggesting that radioresistance of esophageal cancer might be congenital, *i.e.* related to gender and ethnicity, or be induced by lifestyle such as smoking [18]. Therefore, esophageal carcinoma may provide an ideal model for identification of cellular factors by which radioresistance is induced. In this study, we found that the acquiring of radioresistance coincided with elevated expression of AKR1C3 in esophageal cancer cells, and suppression of AKR1C3 expression restored the sensitivity of the acquired tumor cells and xenograft animals to ionizing radiation (IR). Furthermore, cellular monitoring of the oxidative stress in the AKR1C3-elevated cells indicated that ROS accumulation and the concomitant DNA damage was significantly alleviated, and such protective consequence disappeared upon AKR1C3 knockdown. A retrospective analysis indicated a significant AKR1C3 expression in radio-resistant but non-resistant surgical esophageal carcinomas. Our findings may provide a new biomarker for prediction of non-susceptible patients to radiotherapy and even direct a targeted therapy for esophageal cancer and other tumors.

## Materials and Methods

### Cell culture and irradiation

KY170 and TE13, two human esophageal squamous cancer cell lines, and their derived radioresistant cell lines KY170R and TE13R were provided as a gift by Department of Radiology, MD Anderson Cancer Center, USA. These cell lines, originally reported by a Japanese group [19], were authenticated and tested by provider using short tandem repeat profiling and karyotyping tests. Cells were passaged for less than 1 month before experimentation. An aliquot of the sub-stock was used for the studies described here. Cells were cultured in high glucose RPMI 1640 (*Invitrogen*) supplemented with 10% fetal bovine serum (*HyClone*) and 50 unit/ml penicillin and 50 µg/ml streptomycin. Cells were maintained in a humidified incubator with 5% CO_2_ at 37°C and split every 3–4 days. Tumor cell irradiation was carried out with a 6MV-X-ray linear accelerator.

### RNAi, AKR1C3-silencing stable cells

AKR1C3-targeting shRNA and scramble-shRNA cassettes were constructed by PCR using up-primer (hU6 promoter): TGGATCCaaggtcgggcaggaagag, down-primer (scramble): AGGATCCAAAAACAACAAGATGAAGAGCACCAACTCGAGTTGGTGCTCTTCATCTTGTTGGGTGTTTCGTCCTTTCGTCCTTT; down-primer (shRNA1): 5′-AGGATCCAAAAACCA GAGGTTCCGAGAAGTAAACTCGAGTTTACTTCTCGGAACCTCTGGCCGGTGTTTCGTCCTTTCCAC-3′, (shRNA2): 5′-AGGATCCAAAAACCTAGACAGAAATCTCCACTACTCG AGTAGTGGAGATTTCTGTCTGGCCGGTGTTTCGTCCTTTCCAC-3′, (shRNA3): 5′-AG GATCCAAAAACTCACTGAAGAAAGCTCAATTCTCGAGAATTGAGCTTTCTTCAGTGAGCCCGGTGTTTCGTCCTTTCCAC-3′. The cassettes obtained were cloned into pSD31 for constitutive expression of shRNA following the method that was prescribed previously [19]. Lentiviral vector production was performed according to Invitrogen's standard protocol. Experiments for lentivector stable transduction were carried out as follows: 1×10^6^ of replicon cells in a T25 flask were seeded and transduced on day 2 in the presence of 8 mg/ml of polybrene. Selection was performed after day 3 by 800 ng/ml of puromycin until the parental cells in parallel experiments completely died.

### Colony formation assay and tumor irradiation

A monolayer of cells at the exponential stage of growth were irradiated using a 6 MV-X-ray linear accelerator at appropriate doses (2, 4, 8 Gy), and the irradiated cells were plated to grow in six-well plates. After incubation for 7-10 days, the surviving cells were stained with crystal violet and then counted. Each experiment was carried out in triplicate and repeated twice. Tumor irradiation was performed as follows: when the diameter of xenograft tumors reached 6–8 mm, the hind limbs of xenograft mice were irradiated with a single dose (15 Gy). After irradiation the tumor growth was monitored for up to 36 days.

### RNA extraction and Microarray

The RNA was extracted from each cultured cell line using SV Total RNA Isolation Kit (*Promega*) according to the manufacturer's protocol. The extracted RNA was then treated with RNase-Free DNase set (*QIAGEN*) to remove any contaminating genomic DNA according to the manufacture's protocol. Gene profiling, in triplicate, was carried out by Illumina Shanghai Corporation using a microarray of Illumine Human-6 V3 and data were collected and analyzed with the Illuminated Beadstudio Application software (GSE61620, GSE61772 and GSE61816). Genes with an Illumina DifferScore of ≥20 were considered to represent up-regulation, whereas those with an Illumina DifferScore of ≤−20 were considered to be down-regulation. P<0.05 indicated a significant difference.

### Real-time RT-PCR

The isolated total RNA was quantified with a UV spectrophotometer (*Eppendorf*) and then 1.0 µg of RNA was reverse transcribed using First Strand cDNA Synthesis Kit (*TOYOBO,Japan*) with random primers in a reaction volume of 20 µl. The PCR reaction was carried out using Go Taq qPCR Master Mix kit (*Promega*) according to the protocol provided by the manufacturer and the cDNA was then used as a template for detection of the different gene expressions. PCR primers were designed by Primer 3.0 and a blast search to check their specificity. Primers for PCR amplification of AKR1C3 were 5′ATTTGGCACCTATGCACCTC 3′ (upstream) and 5′TGAGTTTTCCAAGGCTGGTC 3′ (downstream) and β-acting 5′ AGCGAGC ATCCCCCAAAGTT 3′ (upstream) and 5′GGGCACGAAGGCTCATCATT 3′ (downstream). The relative mRNA levels of the different genes were calculated as follows: ΔCT (sample)  =  CT (gene) - CT (GAPDH); ΔΔCT  =  ΔCT (post-irradiation time point) - ΔCT (0 h); Relative expression  = 2^-ΔΔCT^. Each RT-PCR was repeated at least twice.

### Western blot assay

Cultured Cells were washed once with PBS buffer then lysed in lysis buffer (1% SDS, 50 mM Tris, pH 7.4, 0.15 M NaCl, 1 mM NaF, 10 mM phenylmethylsulfonyl fluoride, 1 mM sodium orthovanadate, 1 mM EDTA) for 5 min and passed through a 27-gauge needle. Lysates were centrifuged at 12,000 *g* for 1 min and protein concentrations were determined using a Bio-Rad DC protein assay. Equal amounts of protein were separated by 4∼20% SDS-PAGE and transferred to nitrocellulose membranes. Membranes were blocked with 5% skim milk or 3% bovine serum albumin in TBST (10 mM Tris, pH 7.5, 150 mM NaCl, 0.1% Tween 20) for 1 h. Primary and secondary antibodies were used according to the manufacturer's instructions, and this was followed by detection with an enhanced chemiluminescence technique (*Amersham Biosciences*). Western quantitations were performed as follows: Western blots were scanned by a densitometer to obtain the density of each band. Then, the ratio of the density of a band of interest to that of its internal control band (GAPDH) was relative to the ratio from the negative control experiments. Each Western blotting was repeated at least twice.

### Overexpression of AKR1C3

Human AKR1C3 cDNA was purchased (*Origene*, Cat. No: SC321532), cloned into pcDNA3.1 and then transfected into KY170 cells according to the protocol provided.

### Flow cytometry assays

Ethanol-fixed cells were treated with RNase A (0.1 mg/ml) for 30 min followed by incubation with PI (35 µg/ml). DNA content of PI-stained cells was analyzed by FACScan (Becton Dickinson) and the percentage of cells with G1, S, and G2/M DNA content was calculated using MODFIT software. Flow cytometry measurements of dihydroethidium (DHE)-fluorescence were used to measure cellular ROS levels. Monolayer cultures were incubated in 10 µM DHE for 45 min and then harvested. DHE-fluorescence was analyzed by flow cytometry (excitation wavelength 488 nm, emission 585 nm). The mean fluorescence intensity (MFI) was calculated after correction for autofluorescence and the fold change was calculated relative to scramble-KY170R cells. Each flow cytometry assay was repeated twice.

### Animal experiments

Male BALB/c nude mice (SPF, purchased from Vital River Laboratories, Beijing, China), aged 4–6 weeks, were housed with an inverse 12 hours day-night cycle with lights on at 8:30pm in a temperature (22±1°C) and humidity (55±5%) controlled room. All mice were given water and chow *ad libitum* at all times. Xenograft nude mice were generated as follows: KY170R-shRNA1 and KY170R-scramble cells were cultured in complete medium to 70% to 80% density. After trypsinizing, cells were washed once with PBS, and counted. The male, 4-week-old to 6-week-old nude mice were randomized into two group and injected in the upper portion of a hind limb with a density of 2*10^6^/100 µl of KY170R-shRNA1 and KY170R-scramble cells, respectively. Tumor growth was monitored daily and when the tumor diameter reached 6 to 8 mm, the “irradiation group” animals were irradiated once with a dose of 15 Gy. The regression in orthotropic tumor growth was followed for up to 36 days, the tumor volume being calculated as formula V = π/6 (a*b^2^), where a is the longest and b is the shorter perpendicular tumor axis. Tumor volume was measured until the tumors reached a volume of about 1.0 cm^3^. Then the mice were sacrificed by cervical dislocation for subsequent experiments.

### Immunohistochemistry of tissue sections

Immunohistochemistry of human esophageal cancer tissue sections, acquired from pathology department of Peking University First Hospital, and xenograft tumors was performed as follows: 4–6 µm tissue sections were mounted and heated at 72°C for 30 min. Sections were deparaffinized with xylene, rehydrated in graded EtOH and rinsed with 0.1 M Tris-HCl (pH 7.6). Endogenous peroxidase activity was blocked by incubating the tissue sections with 3% H_2_O_2_ for 30 min. Antigen retrieval was performed with 0.01 M sodium citric acid buffer (pH 6.0) at 95°C for 1 h. Non-specific binding was blocked by incubation of the tissue sections with 0.1 M Tris-HCl containing 10% goat serum for 2 h. AKR1C3 was then determined by incubating the sections with mouse anti-AKR1C3 monoclonal antibody at a 1∶200 dilution in the above blocking solution in a moist chamber at 4°C overnight. After washes with 0.1 M Tris-HCl, the sections were treated with 1∶400 dilution of biotinylated horse anti-mouse secondary antibody and incubated at room temperature for 2 h. After a further rinse with 0.1 M Tris-HCl, antibody binding was detected by incubating the tissue sections with HRP-conjugated streptavidin at room temperature for 30 min. DAB-H_2_O_2_ substrate was then added to the slides which were incubated at room temperature for an additional 4 min. Tissue sections were stained with hematoxylin, dehydrated in graded alcohol, cleared in xylene, and mounted with Permount Mounting Media for visualization by light-microscopy.

### Statistical analysis

The Student t-Test was used to determine the statistical difference between means of two groups and data. P values <0.05 were considered significant.

### Ethics Statement

The animal study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All efforts were made to minimize suffering. And written informed consents were obtained from all patients or their families for research using these tissue samples. All the cell, animal experiments and Immunohistochemistry of tissue sections study have been approved by the Peking University Institutional Review Board (Certificate No. IRB00001052-12037).

## Results

### The differentiated expressions of AKR1C3 in cancer cells

To elucidate the etiology of radioresistance, two radioresistant esophageal tumor clones, KY170R and TE13R, have been established by continuous fractionated irradiation of their parental cells, KY170 and TE13 [20]. 

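The microarray data of the TE13 pair were re-analysed. TE13 is a human esophageal squamous cancer cell line, and TE13R is the radioresistant line derived from it. RNA was taken from both lines at 0, 8 and 24 h after irradiation, labelled with biotin and hybridised to 1-colour Illumina Human-6 V3 arrays. There were 6 arrays, 1 for each line and time point, so that no line has a replicate at a given time point. The methods give the profiling as in triplicate, and the labels of these 6 arrays carry no replicate number. The dose for this experiment is not given in the sources used here. The arrays of KY170 and KY170R were not analysed here.

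The authors collected the data in BeadStudio and deposited intensities for 48803 probes per array. Each array has values below 0, as arrays do after background subtraction. The median intensity was 7.95 to 7.96 and the 99th percentile was 14730 to 14910 over the 6 arrays, so the values had been brought to 1 scale before they were deposited, and no further normalization was applied. The method of that step is not given in the sources used here. Values below 0 were set to 0, 16 was added and log2 was taken, so a difference on this scale understates the fold change of dim genes. From the spread of the values below 0, a detection limit of 20.2 was set at 3 SD of the noise, and 37.3% of the probes lie above it on each array. Since the arrays had been brought to 1 scale, the equal limit and share do not measure each array's own noise. Probes in the upper 50% of an array's values on at least 3 arrays were kept, the brightest probe stood for each gene, and 12783 named genes were tested. The comparison of TE13R with TE13 was fitted in limma with the time point as a block, so that a difference counts in part by how well it repeats at 0, 8 and 24 h. The spread used for a gene rests on 2 degrees of freedom of its own and 5.79 borrowed from the other genes. The p-values measure the spread of single arrays over 3 time points and not the spread between cultures of one time point. The fit was also run on simulated arrays, in which each gene had its fitted spread and varied independently of the others. There, 66% of the genes set 1 log2 unit apart and 100% of those set 2 apart were called. Of all calls, 9.4% were genes set to no difference. In the data genes can move together, so these shares need not hold there. The small number of arrays limits the precision of every value.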

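In TE13R, genes of squamous epithelium and keratinization were higher than in TE13 as a group, and interferon-stimulated genes were lower. Both groups passed the test with a preset correlation between genes and lost the call with an estimated correlation (adjusted p = 0.69 for each with an estimated correlation, from limma). The test with an estimated correlation rests on only 2 degrees of freedom and could hardly call any list. Mesenchymal genes, with an estimated correlation of -0.011, lost their call too (adjusted p = 0.69 with an estimated correlation, from limma). The loss therefore does not show that correlation between genes made the calls. Of 12783 genes tested, 336 were higher and 311 were lower in TE13R at an adjusted p under 0.05 from limma. By size alone, 116 genes were at least 2-fold higher and 168 at least 2-fold lower at each of the 3 time points, against 5 genes that were 2-fold apart each time in mixed directions. At single time points, 1415 genes at 0 h, 1230 at 8 h and 1485 at 24 h were at least 2-fold apart. These counts depend on the offset added to the intensity, with 471 genes apart in 1 direction at each time point with an offset of 1 and 141 with an offset of 64, and 2401, 2594 and 2764 genes at the single time points with an offset of 1 against 898, 420 and 594 with 64.

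With the offset of 16 the largest difference upward was in GPC5, while with an offset of 1 that of GSPT2 was larger. GPC5 encodes the cell-surface proteoglycan glypican-5. Its intensity was 2943 ± 1291 (SD over 3 time points) in TE13R and 21 ± 7.8 in TE13, a log2 difference of 6.23 (standard error 0.25, adjusted p = 1.2e-04 from limma), and since 1 TE13 array lay below the detection limit it was at least 118-fold higher. Several genes stayed below the detection limit on all 3 TE13 arrays and lay above it on all 3 TE13R arrays. Their differences are therefore lower bounds, taken as the mean log2 intensity in TE13R against the detection limit. ALDH1A1, a retinaldehyde dehydrogenase, was at least 24.1-fold higher in TE13R (adjusted p = 0.003 from limma). KRT4, a keratin of squamous epithelium, was at least 22.5-fold higher, GSPT2, a translation termination factor, at least 20.9-fold, ZNF22 at least 14.5-fold, the sulfatase gene ARSD at least 13.8-fold, GPR15LG at least 12.9-fold and CTNNA3, a catenin of cell junctions, at least 8.77-fold. Without the 0 h arrays the bounds of ALDH1A1, KRT4 and GPR15LG fell to 15.7-fold, 15.1-fold and 6.66-fold, and without the 24 h arrays those of KRT4 and GPR15LG rose to 38.6-fold and 22.4-fold. GPR15LG and KRT13 were not called without the 8 h arrays. ARSD was not called with an offset of 1, where another of its probes, above the detection limit in both lines at 8 h and 24 h, is the brightest and has a log2 difference of 0.38. SIRPA, PPP2R2C and SPRR1A, below the limit on 1, 2 and 1 of the TE13 arrays, were at least 17.2-fold, 15.8-fold and 9.08-fold higher by the ratio of the mean intensities, with the limit in place of values below it. As a geometric mean over time points the bound of SPRR1A was 12.3-fold, and 20.4-fold without the 24 h arrays. KRT13 had a log2 difference of 4.09, and its geometric mean fold was 17.5, with 6.28 without the 0 h arrays and 34.1 without the 24 h arrays, while its mean intensities were 14.2-fold apart. Of the 3 dimmer PPP2R2C probes 1 pointed the other way, with a log2 difference of -0.68. These are the 12 genes highest on this scale. Among the genes lower in TE13R, MYADM, a membrane protein gene, was at least 79.7-fold lower (adjusted p = 1.5e-04 from limma). IGFBP7, which binds insulin-like growth factors, was at least 51.8-fold lower, COL5A1, a fibrillar collagen, at least 46.4-fold and PCSK1N at least 16.2-fold (30.2-fold without the 0 h arrays). EEF1A2, a translation elongation factor, had an intensity of 7166 ± 4444 in TE13 and 209 ± 229 in TE13R, a log2 difference of -5.37 (standard error 0.25, adjusted p = 1.2e-04 from limma). CRIP1 and SLC30A3 had log2 differences of -5.61 and -4.27. BEX5, RAB17 and CPLX1 lay above the detection limit on 1 of 3 TE13R arrays, and MSLN, which encodes the surface protein mesothelin, and LHX2 on 2 of 3, so these too have bounds only, at least 57.8-fold, 22.9-fold, 21.5-fold, 60.7-fold and 34.5-fold lower.

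**Figure D1:**
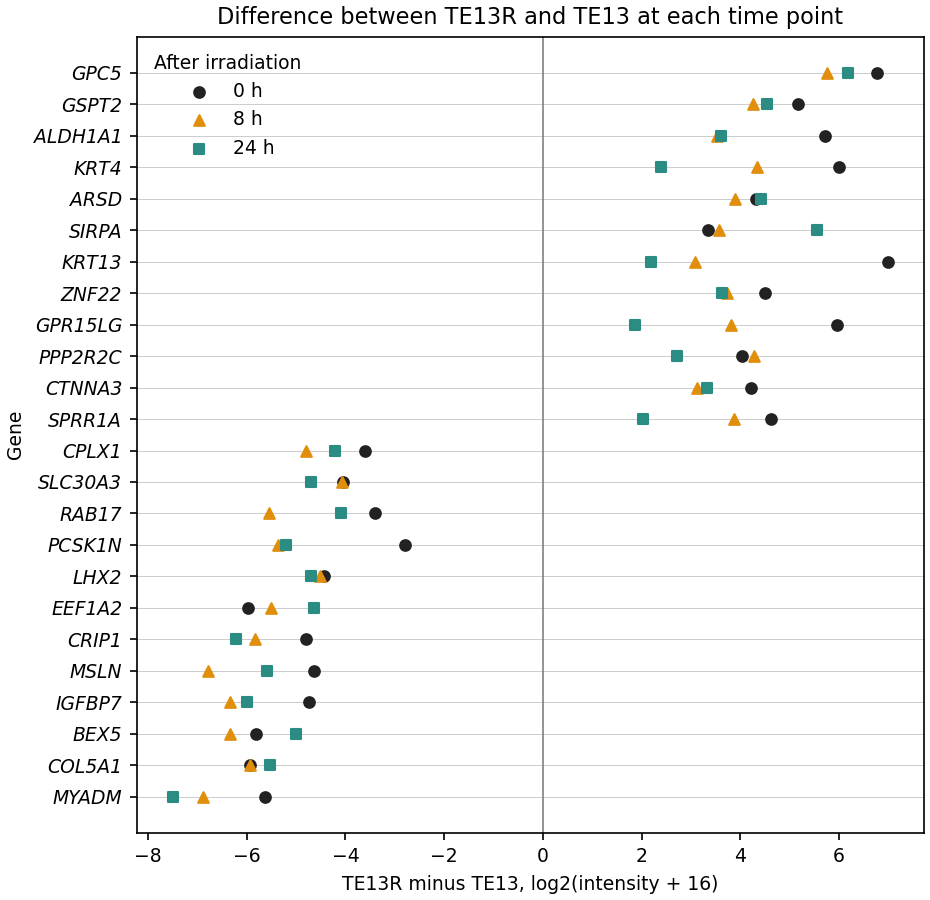
Difference between TE13R and TE13 at 0, 8 and 24 h after irradiation for the 12 genes with the largest positive and the 12 with the largest negative mean difference on this scale, an order that changes with the offset. The horizontal axis is the difference in log2(intensity + 16), and each marker compares 1 TE13R array with 1 TE13 array. For KRT13 the marker at 0 h stands at 6.99 and the marker at 24 h at 2.19, while the markers of SLC30A3 lie between -4.05 and -4.70.

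Of 28 gene lists with at least 5 measured genes, 9 passed an adjusted p of 0.05 in camera with a preset correlation of 0.01, and none did with an estimated correlation. Of 28 measured genes of squamous epithelium and keratinization, 9 were higher and 2 lower in TE13R, and 17 were not called (10 higher and 3 lower when adjusted over the list alone). The lower genes, named after their values were seen, were the basal keratin gene KRT14 with a log2 difference of -2.09 and SERPINB3 with -2.03. The list's median difference was 0.98 at 0 h, 0.13 at 8 h and 0.35 at 24 h (camera adjusted p = 3.87e-04, from limma). Besides the keratins and SPRR1A, S100A8, a calcium-binding protein of stressed epithelium, had a log2 difference of 3.23. Of 35 interferon-stimulated genes, 12 were lower, none was higher and 23 were not called (22 lower when adjusted over the list alone), with medians of -0.63, -1.08 and -0.71 at the 3 time points (camera adjusted p = 8.12e-16, from limma). IFI44L, MX2, EPSTI1 and DDX60 had log2 differences of -2.65, -2.52, -1.94 and -1.64. Among 14 genes of antigen presentation, HLA-B, a class I heavy chain, was lower with log2 differences of -0.98, -1.02 and -1.01 at 0, 8 and 24 h, and HLA-DMA was higher with a mean of 1.05. When adjusted over the list alone, 4 were lower and 1 was higher (camera adjusted p = 0.0237 for a lower list, from limma). Of 17 mesenchymal genes 3 were lower and none higher, also when adjusted over the list alone, namely AXL, a receptor tyrosine kinase, CCN1 and TGFBI, with log2 differences of -2.57, -1.57 and -0.59 (camera adjusted p = 0.00774, from limma), of which TGFBI was called in only 4 of 14 alternatives. Of 7 measured fibroblast markers COL5A1 and ACTA2, the latter with -1.05, were lower and none was higher (3 lower when adjusted over the list alone, camera adjusted p = 0.00698, from limma). Of 25 genes listed under drug efflux and conjugation 3 were higher and none lower, also when adjusted over the list alone, ALDH1A1, GSTA4 with 1.88 and ALDH1A3 with 0.87 (camera adjusted p = 0.0384, from limma). None of these 3 encodes an efflux transporter, and ALDH1A1 and ALDH1A3 encode aldehyde dehydrogenases. GSTA4 was called in only 4 of 14 alternatives, and DDX60 and HLA-DMA in 6 each. The lists of G2/M genes and G1/S genes, with median differences of -0.40 and -0.20, passed the test as lower (camera adjusted p = 4.23e-05 and 0.0316, from limma) although none of their 32 and 26 members was called, over all genes or adjusted over the list alone. The G2/M median was -0.91 at 0 h, -0.02 at 8 h and -0.31 at 24 h. That of the G1/S genes was -0.43 at 0 h and -0.046 at 8 h, and it turned to 0.055 at 24 h. Of 25 p53 targets none was called, also when adjusted over the list alone, and their median difference was 0.04 while the mean was -0.07 and the test pointed lower (camera adjusted p = 0.611, from limma).

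The count of 647 genes fell to 14 without the time point in the model, to 171 without the mean-variance trend, to 140 without the 8 h arrays and to 0 of 18665 genes in limma with no filter on dim probes, where 2269 genes had an unadjusted p under 0.05. Without the 0 h arrays the lists of G2/M genes, of G1/S genes and of drug efflux and conjugation did not pass. Antigen presentation did not pass without the 8 h or without the 24 h arrays. With no filter on dim probes antigen presentation, mesenchymal genes, fibroblast markers and the list of drug efflux and conjugation did not pass. The list of drug efflux and conjugation and that of G1/S genes did not with a stricter filter. The G1/S genes also did not pass without the time point in the model.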

Genome-wide profiling of gene expression in KY170R *v.* KY170 and TE13R *v.* TE13 using Illumine Human-6 V3 microarray indicated that over 900 genes were found to be remarkably differentiated (**Fig. 1A**), consistent with previous report [21]. Among them, AKR1C3, an aldo-keto reductase existing at a low level in most human tissues, attracted our attention due to its significant expression in both radioresistant cells. 

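AKR1C3 is measured by 1 probe on the array, ILMN_1713124, and its intensity was high and nearly equal in both lines. In TE13 it was 38854 at 0 h, 25136 at 8 h and 30845 at 24 h, and in TE13R it was 37103, 26809 and 31318. The mean was 31612 ± 6891 in TE13 and 31743 ± 5160 in TE13R (SD, n = 3 time points each, exact two-sided permutation p = 1, where 3 arrays against 3 allow no p below 0.1). This permutation left out the matching of the arrays by time point, which the limma fit below uses. The log2 difference, TE13R minus TE13, was 0.02 (standard error 0.12, adjusted p = 0.97 from limma). Its 95% interval runs from 0.837-fold to 1.22-fold, so on these arrays the signal of this probe was at most 1.22-fold higher in TE13R at that confidence. The interval rests on single arrays over 3 time points and does not cover the spread between cultures. It bounds the signal of the probe and not the mRNA. Among 121 probes of like brightness the largest difference between the lines at any time point was 2.68-fold, so a compressed signal is not excluded.

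AKR1C1, AKR1C2 and AKR1C4 are paralogs of AKR1C3, and the probe sequences were not compared with them. The brightest probe of AKR1C2, a hydroxysteroid dehydrogenase, had a mean intensity of 47888 ± 3915 in TE13 and 47596 ± 8967 in TE13R, a log2 difference of -0.02 (standard error 0.13, adjusted p = 0.96 from limma). The 4 other probes of AKR1C2 were far dimmer, with intensities of at most 850, and did not share 1 direction. The probe of AKR1C1 did not exceed the detection limit on any array, and that of AKR1C4 exceeded it on 1 array.

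Of 10 measured genes of the aldo-keto reductase superfamily, 2 were higher in TE13R, none was lower and 8 were not called, also when adjusted over the list alone, and the list as a whole did not pass the test (camera adjusted p = 0.307, from limma). The higher genes were AKR1B10, which reduces retinal and other aldehydes, with a log2 difference of 0.82 (standard error 0.18, adjusted p = 0.043 from limma), and its neighbour in sequence AKR1B15 with 1.02 (standard error 0.20, adjusted p = 0.031 from limma). AKR1B10 is 1.06 higher at 0 h, 1.09 at 8 h and 0.30 at 24 h. Of 26 measured targets of NRF2, the transcription factor of the oxidative stress response, 3 were higher and none lower (7 higher and 1 lower when adjusted over the list alone). These were GCLM, the modifier subunit of the enzyme that limits glutathione synthesis, with a log2 difference of 1.21 (standard error 0.13), PIR with 1.09 and PGD, an enzyme of the pentose phosphate pathway, with 0.72. The NRF2 list was higher as a group (camera adjusted p = 0.0176 with the preset correlation, from limma), but with an estimated correlation it had an adjusted p of 0.69, and over 12 alternatives with the preset correlation its adjusted p ran from 2.2e-04 to 0.18, the last without the 0 h arrays. Of 26 antioxidant enzymes, GCLM, CAT, the catalase gene, with 0.92 and PRDX4, a peroxiredoxin, with 0.64 were higher, none was lower, and the list did not pass the test (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.083, from limma). SOD1, the cytosolic superoxide dismutase, had a log2 difference of -0.14 (adjusted p = 0.65 from limma). ACTB and GAPDH, the reference genes of the other assays, had log2 differences of -0.02 and -0.06, and neither was called. Over 14 alternatives AKR1B10 was called in 6, AKR1B15 and GCLM in 9 and CAT in 5, and AKR1C3 in none.

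**Figure D2:**
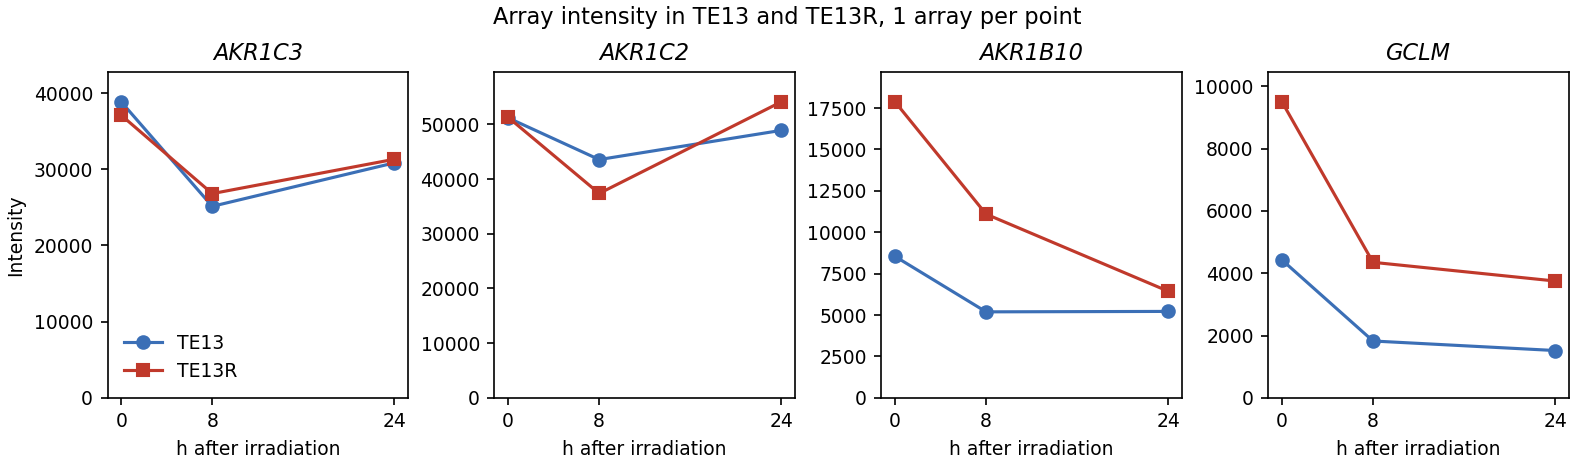
Array intensity of AKR1C3, AKR1C2, AKR1B10 and GCLM against the time after irradiation. Each point is 1 array, circles are TE13 and squares are TE13R, and lines only join the arrays of a line. For AKR1C3 the lines overlap between 25136 and 38854, while for GCLM the TE13R points lie above the TE13 points at each time point.

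The paper states that AKR1C3 stood out in the profiling for its expression in both radioresistant lines, and it took the gene from there to RT-PCR and Western blotting (Figs. 1B and 1C). On the TE13 and TE13R arrays analysed here the AKR1C3 probe was not called as different. The legend of Fig. 1C names KY170R for the Western blot.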

Real time RT-PCR (**Fig. 1B**) and Western blotting (**Fig. 1C**) analyses confirmed the elevated expression of AKR1C3 in KY170R and TE13R cells, respectively, as compared with their parental cells: ∼10-fold at the mRNA level and much higher at the protein level. This profile revealed the coincidence of elevated expression of AKR1C3 and radioresistance in esophageal KY170R and TE13R cancer cells. Colony-formation assays verified that KY170R and TE13R were indeed more resistant to IR than their parental KY170 and TE13 cells, with the estimated dose for reduction of survival by 90% for KY170 vs. KY170R as 5.5 Gy vs. 7.8 Gy (**Fig. 1C**).

**Figure 1:**
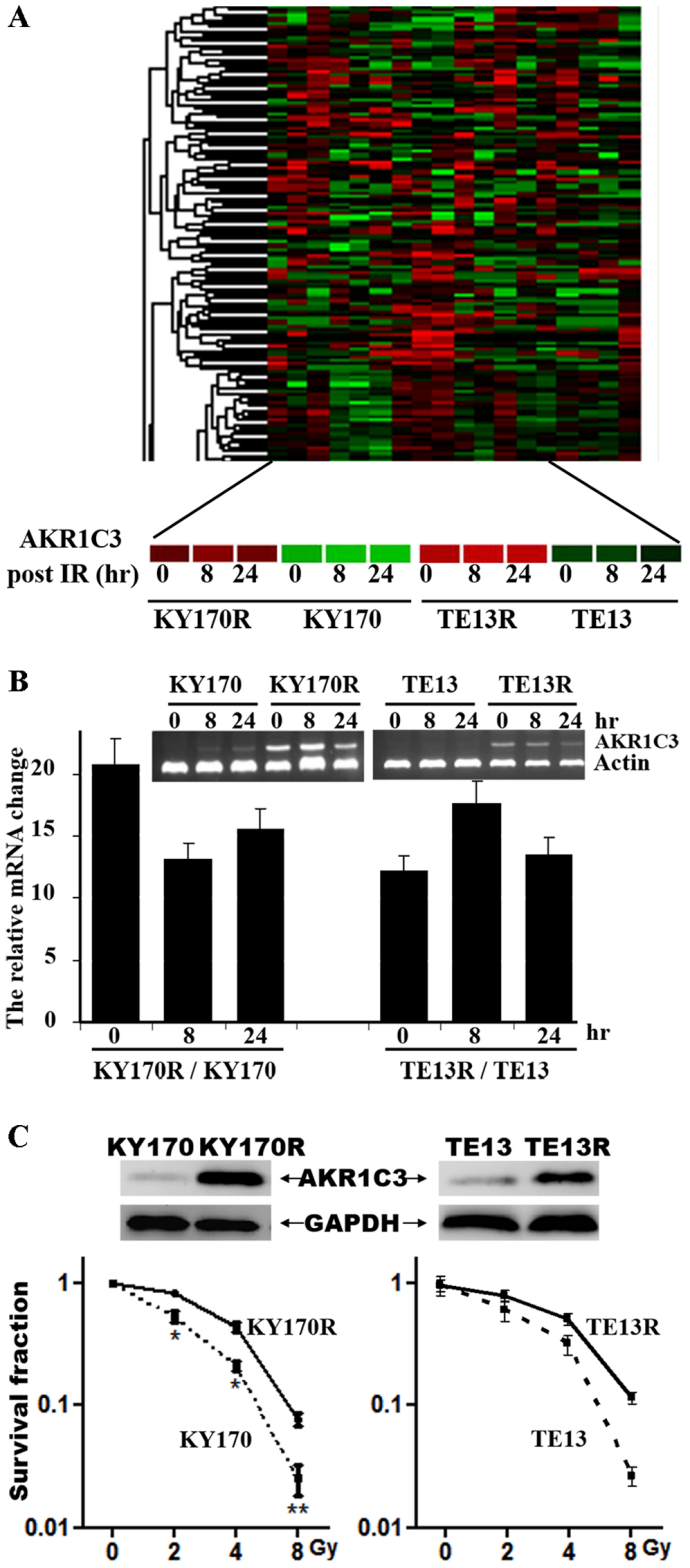
Profiling of AKR1C3 in radio-resistant and -sensitive cancer cells. (**A**) Genome-wide profiling of gene expression in radioresistant KY170R and TE13R *versus* radiosensitive KY170 and TE13, respectively, at 0, 8 h and 24 h after irradiation. (**B**) Validation of the elevated expression of AKR1C3 at the mRNA level in KY170R vs. KY170 and TE13R vs. TE13 cells prior to and 8 and 24 hr after irradiation as determined by RT-PCR. (**C**) Validation of elevated expression of AKR1C3 in radioresistant KY170R determined by Western blot and the sensitivity of KY170 and KY170R cells to irradiation as determined by a colony-formation assay.

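Genes of the G2 and M phases of the cell cycle and interferon-stimulated genes were lower at 8 h after irradiation than at 0 h in both TE13 and TE13R, and the G2/M genes were also lower at 24 h. These calls were lost with an estimated correlation (adjusted p = 0.833 at 8 h and 0.819 at 24 h with an estimated correlation, from limma). That test rests on only 2 degrees of freedom, so the loss does not show that correlation between genes made the calls. Over both lines, 7177 of 12783 genes differed between 8 h and 0 h (3512 higher and 3665 lower at 8 h) and 7093 between 24 h and 0 h (3548 higher and 3545 lower) at an adjusted p under 0.05 from limma, with the 2 lines serving as the repeat. Across genes, which are not independent replicates, the change from 0 h to 8 h correlated between the lines with r = 0.866 and the change from 0 h to 24 h with r = 0.843. Both comparisons use the same 0 h arrays, and these stand apart from the rest. Across genes, TE13 and TE13R correlated with r = 0.966 to 0.970 at a given time point, and a 0 h array correlated with a later array with r = 0.857 to 0.924.

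AKR1C3 fell from 0 h to 8 h, with a change of -0.63 on the log2 scale in TE13 and -0.47 in TE13R (mean -0.55, adjusted p = 0.013 from limma), a call that did not hold with no filter on dim probes or without the mean-variance trend. At 24 h its changes were -0.33 and -0.24 (adjusted p = 0.13 from limma). GCLM fell as well, with a mean change of -1.20 at 8 h and -1.44 at 24 h.

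Of 32 measured G2/M genes, 19 were lower, 4 higher and 9 not called at 8 h (20 lower and 5 higher when adjusted over the list alone), with a median change of -1.70 in TE13 and -0.72 in TE13R. At 24 h 21 were lower and 2 higher (the same counts when adjusted over the list alone), with medians of -1.73 and -0.96. The list passed the test at both times (camera adjusted p = 0.00316 at 8 h and 0.0016 at 24 h with the preset correlation, from limma). CENPE, a kinesin of the kinetochore, changed by -2.32 at 8 h and -2.50 at 24 h over both lines, and DLGAP5, a protein of the mitotic spindle, by -1.71 and -2.04. Of 35 interferon-stimulated genes 20 were lower and 5 higher at 8 h, also when adjusted over the list alone (camera adjusted p = 0.00316 with the preset correlation, from limma). At 8 h DDX60, an RNA sensor, changed by -4.90 in TE13 and lay below the detection limit in TE13R, at least 56.6-fold lower than at 0 h. IFI44L changed by -4.24 in TE13 and was at least 89.5-fold lower in TE13R, where it also lay below the limit. At 24 h their mean changes were -1.79 and -3.34. The list of stem cell markers was lower at 8 h, with 6 of 13 members lower and none higher, also when adjusted over the list alone (camera adjusted p = 0.0336 with the preset correlation, adjusted p = 0.833 with an estimated correlation, from limma), among them CD24 with -1.81, but it did not pass with a stricter filter on dim probes or with the mean of a gene's probes. Of 25 p53 targets 10 were higher and 6 lower at 8 h, and the counts were 10 and 6 at 24 h too, also when adjusted over the list alone (camera adjusted p = 0.794 and 0.452, from limma). Of these, GDF15, a stress-induced cytokine, had values of 0.70 in TE13 and -2.69 in TE13R at 8 h (mean -0.99, adjusted p = 0.28 from limma) and changed by 3.76 at 24 h (adjusted p = 0.0033 from limma). Of 17 genes of non-homologous end joining and break signalling 9 were lower and 3 higher at 8 h (10 lower and 4 higher when adjusted over the list alone, camera adjusted p = 0.228, from limma), and the kinase gene ATM lay below the detection limit in both lines at 8 h, at least 15.3-fold lower than at 0 h in TE13 and 7.88-fold in TE13R. The list of 10 aldo-keto reductases had median changes of -0.02 in TE13 and -0.35 in TE13R at 8 h, with 2 members higher and 3 lower, also when adjusted over the list alone (camera adjusted p = 0.986, from limma).

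With the offset of 16 the highest genes at 8 h against 0 h in both lines were HBA1, an alpha chain of hemoglobin, the small noncoding RNAs RNU6ATAC, SNAR-A1 and BCYRN1, and TDP1, a DNA repair enzyme (adjusted p = 2.1e-04 to 2.2e-04 from limma). The mean changes of HBA1, SNAR-A1, BCYRN1 and TDP1 were 4.70, 3.87, 3.74 and 3.71, and RNU6ATAC, below the detection limit in TE13 at 0 h, was at least 34.8-fold higher there and changed by 3.91 in TE13R. TDP1 was not called with the mean of its probes in place of the brightest. The lowest, in an order that changes with the offset, were GOLGA8B, DDX60, IFI44L, TRIM22, an antiviral protein, and TNFSF10, the death ligand TRAIL (adjusted p = 2.1e-04 to 2.3e-04 from limma). TRIM22 was below the detection limit in both lines at 8 h, at least 39.3-fold lower in TE13 and 21.7-fold in TE13R. TNFSF10 changed by -4.01 in TE13 and was at least 63.8-fold lower in TE13R, and GOLGA8B was at least 150-fold lower in TE13 and changed by -4.94 in TE13R. Small structured RNAs as a class were higher at 8 h, with a median change of 0.64 in TE13 and 1.32 in TE13R over 45 genes. At 24 h DDIT3, a transcription factor of the stress response, changed by 4.04, PRPH, a neuronal intermediate filament, by 3.99, the heat shock gene HSPA6 by 3.93 and SNAR-A1 by 3.88, and the interferon gene IFNL1 was at least 22.3-fold higher in TE13, where it lay below the detection limit at 0 h, and changed by 3.81 in TE13R (adjusted p = 5.4e-04 to 0.0022 from limma). HSPA6 and IFNL1 were not called with no filter on dim probes. GOLGA8B, OGT, the transferase of O-linked N-acetylglucosamine, the chromatin remodelling gene ARID2, SAMD9L and RAB12 were lowest at 24 h with the offset of 16, in an order that changes with the offset (adjusted p = 5.4e-04 to 6.8e-04 from limma). GOLGA8B and OGT had mean changes of -4.27 and -4.12. ARID2, SAMD9L and RAB12 lay below the detection limit in both lines at 24 h, at least 14.5-fold, 20.6-fold and 20.6-fold lower than at 0 h in TE13 and at least 11.1-fold, 18.5-fold and 13.1-fold lower in TE13R.

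**Figure D3:**
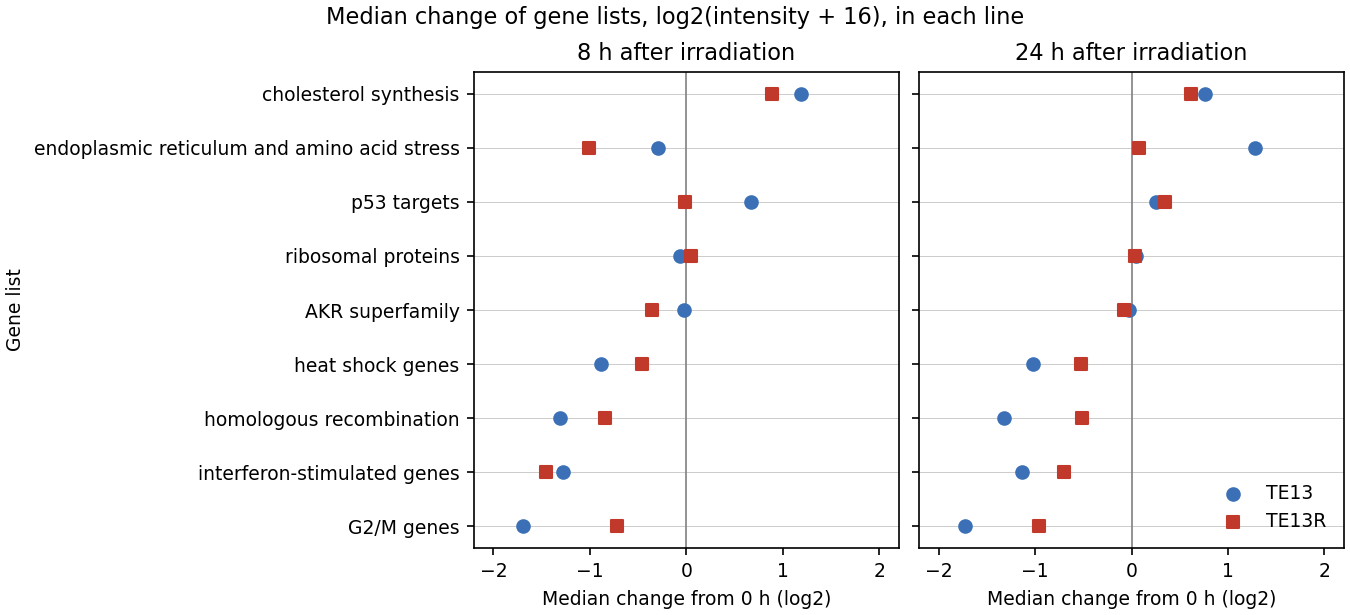
Median change from 0 h of 9 gene lists at 8 h and at 24 h after irradiation, in log2(intensity + 16). Circles are TE13 and squares are TE13R, and each value compares 1 array with 1 array. The G2/M genes lie at -1.70 and -0.72 at 8 h, and ribosomal proteins lie at -0.07 and 0.04.

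No array of unirradiated cells at 8 or 24 h was analysed here, so the change with irradiation and the change with time in culture are measured together. With no filter on dim probes the count at 24 h was 4413.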

### The effect of AKR1C3 on the response of tumor cells to irradiation

Given the significant difference in expression of AKR1C3 between resistant and non-resistant esophageal cancer cells, we questioned whether it might be a primary cause or merely a downstream consequence of radioresistance. To examine this issue, the expression levels of AKR1C3 in KY170R and TE13R were down-regulated by shRNAs delivered by lentivector pSD31 and the effects of AKR1C3 knockdown on radioresistance were characterized. To exclude off-target issues, three shRNAs were utilized in parallel to elucidate the impact of RNAi on KY170R cells with a scramble shRNA as a negative control. Western blotting analysis demonstrated that all three shRNAs used in this study exerted strong potency in transduced KY170R cells with>80% AKR1C3 being down-regulated as compared with the scramble-shRNA (**Fig. 2A**). Characterization of AKR1C3 knockdown on cell proliferation indicated that KY170R-shRNA1, KY170R-shRNA2 and KY170R-shRNA3 (three stable cell lines generated by pSD31-mediated transduction) proliferated at almost the same rate as KY170R-scramble cell, which itself had a rate almost identical to that seen in KY170R and KY170 cells (**Fig. S1A in File S1**). This suggests that AKR1C3 is not a required gene for proliferation of these cancer cells. By contrast, irradiation disclosed the biological effect of AKR1C3 on promoting cell survival. Colony-formation assays indicated that the transduced KY170R-shRNA1, -shRNA2 or -shRNA3 cells became substantially more sensitive to radiation with fewer clones formed than KY170R-scramble cells (**Figs. 2B–C** and **Fig. S1B in File S1**), which had an estimated dose of 6.5 Gy for reduction of survival by 90%, much higher than KY170R-shRNA1 cells (∼4.5 Gy).

**Figure 2:**
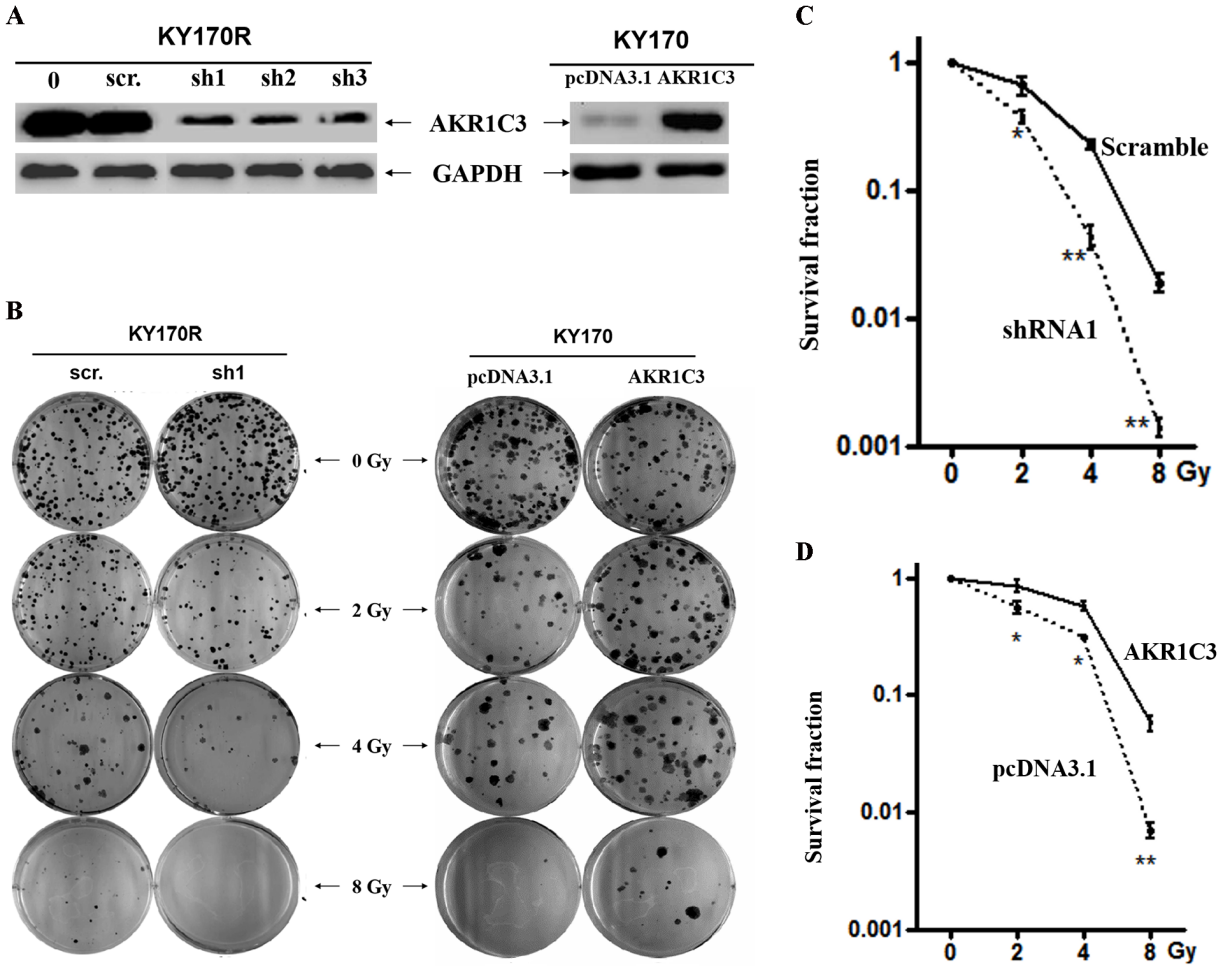
Cell-based evaluation of the role of AKR1C3 on the response of esophageal cancer cells to irradiation. (**A**) Representative observations of stable knockdown of AKR1C3 in KY170R cells by three independent shRNAs and overexpression of AKR1C3 in KY170 cells. (**B**) The effects of AKR1C3 knockdown in KY170R cells and AKR1C3 overexpression in KY170 on the outcome of irradiation, dosed from 0 to 8 Gy, determined by colony-formation assay. A scramble shRNA (scr.) and the empty pcDNA3.1 vector acted as a negative control, respectively. (**C**) The survival curves for comparisons of the effect of AKR1C3 on the sensitivity of KY170R cells (knockdown) and (**D**) KY170 cells (overexpression) to irradiation, as determined by colony-formation assays.

### Confirmation of AKR1C3 effect on the response of tumor cells to irradiation

In order to confirm the protective effect of AKR1C3 disclosed by RNAi, the radioresistant KY170R and its parental KY170 cells were cultured in the presence of 200 µM methyl jasmonate (MJ) and then irradiated. MJ is a well-established small molecule with its structure resembling to prostaglandins, the substrate of aldo-keto reductases, and thus acts as a competitive inhibitor of AKR1C3. MeJ displays great potency in the cellular system due to the increased cellular uptake with its IC_50_ for AKR1C3 at ∼150 µM [22]. It was found that treatment with MeJ also substantially enhanced the response of KY170R cells to irradiation and such MJ-mediated enhancement was not observed in KY170 cells (**Fig. S1C in File S1**). It appeared that suppression of AKR1C3 activity via its chemical inhibitor could also sensitize KY170R cells to IR. Furthermore, we examined whether elevated expression of AKR1C3 alone might cause KY170 cells to be resistant to irradiation. An AKR1C3 expression construct, pcDNA3.1-AKR1C3, was introduced into parental KY170 cells to generate AKR1C3-overexpressing transfectants (**Fig. 2A**). It was found that overexpression of AKR1C3 in KY170 cells, about a 5-fold increase, allowed more colonies to survive than in the case of pcDNA3.1-transfected cells upon the same dose of irradiation (**Figs. 2B and 2D**). Clearly, it is the elevated expression of AKR1C3 that renders both KY170R and TE13R cells substantially resistant to radiation.

### The impact of AKR1C3 on the growth of irradiated xenograft tumors

We then explored whether AKR1C3-mediated cellular radioresistance was also operative in xenograft tumors. Two xenograft models were established by subcutaneously implanting KY170R-shRNA1 and KY170R-scramble cells, separately, in nude mice. We found that both xenotransplant tumors grew fast with the former growing just slightly slower than the latter (**Figs. 3A and B**), supporting the cell-based observation that AKR1C3 has far less effect on tumor growth. When the tumors had reached an average volume of approximately 100 mm^3^ (**Fig. 3A**), 20 xenograft mice from each type were selected, half of them were subjected to local radiation at a single dose of 15 Gy and half remained untreated. We found all xenografted tumors in 10 irradiated KY170R-shRNA1 mice were sensitive to IR treatment with 8 mice becoming almost tumor-free 5 weeks post irradiation (**Figs. 3A–B** and **Fig. S2 in File S1**). Staining with hematoxylin and eosin (HE) revealed the absence of neoplasm but only a tiny shrunken residue in the irradiated xenotransplants (**Fig. 3A**). By contrast, the non-irradiated xenograft tumors in KY170R-shRNA1 and KY170R-scramble mice grew to an average volume of 1000 mm^3^ with full proliferating cells (**Figs. 3A–B** and **Fig. S2 in File S1**). In the case of the mice with KY170R-scramble xenotransplants, irradiation led to a poor outcome: tumor growth was initially repressed upon irradiation but resumed within two weeks (**Fig. 3B**); extensive neoplasm and strong AKR1C3 expression was detected in the tumor tissues (**Fig. 3A**). These results disclosed the effect of AKR1C3 elevation in protecting xenograft tumors from irradiation, confirming the hypothesis derived from the cell-based experiments.

**Figure 3:**
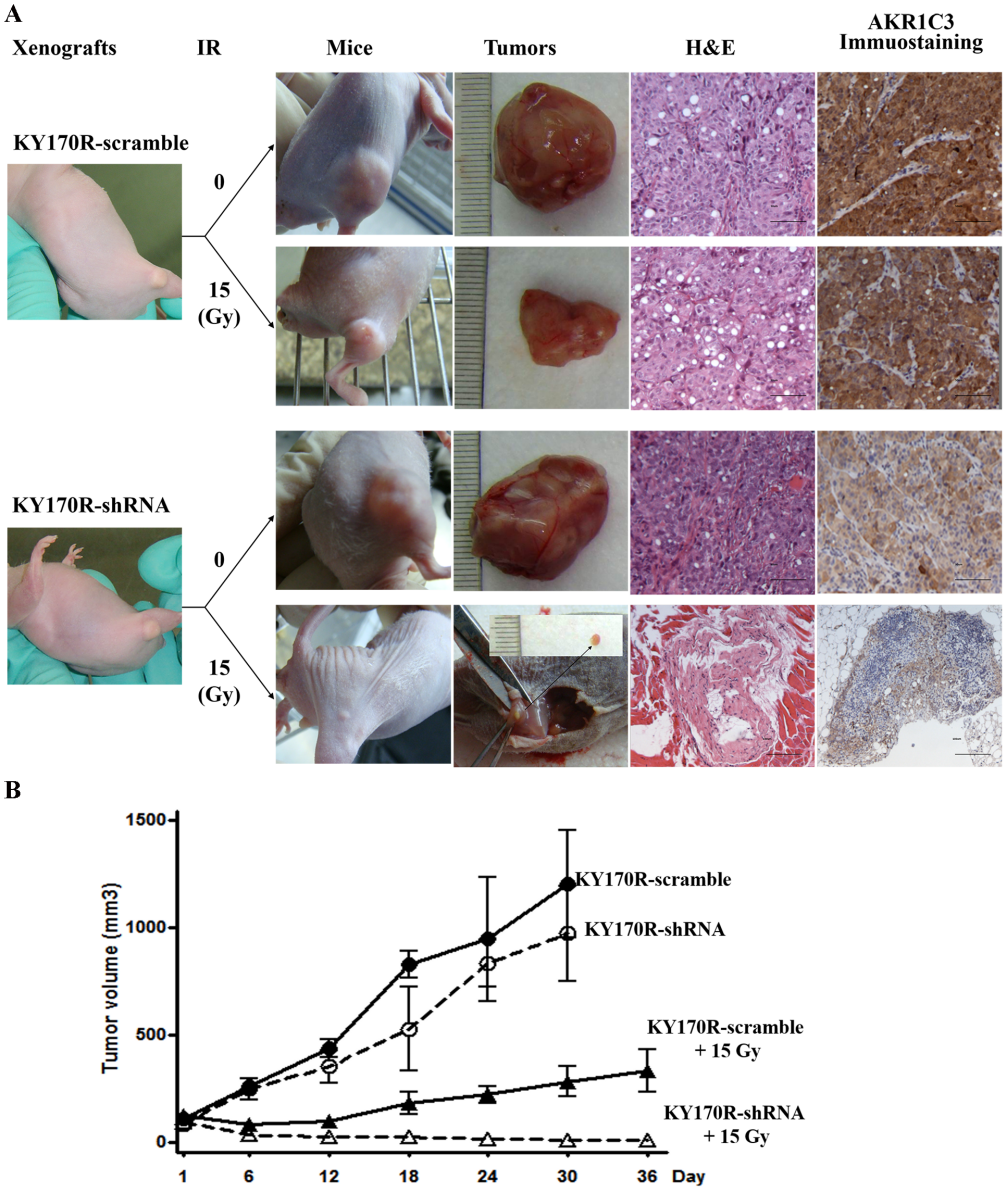
Xenograft-based evaluation of AKR1C3 elevation on the response of esophageal cancers to irradiation. (**A**) Representative observations of the growth of xenograft KY170R-scramble and KY170R-shRNA1 tumors, and the responses of these tumors to a single dose (15 Gy) of irradiation in terms of tumor volume, HE staining and immunochemical staining of AKR1C3. (**B**) The time course of growth of KY170R-scramble and KY170R-shRNA1 xenograft tumors with or without a local IR treatment.

### Mechanistic elucidation of AKR1C3-mediated radioresistance

To explore the mechanism by which AKR1C3 exerts its effect on the outcome of IR, we compared the levels of cellular ROS and DNA damage, the critical mediators and the immediate consequence of IR-induced cell death [23], in KY170R-shRNA1 versus KY170R-scramble cells. It was found that prior to irradiation approximately 2-fold less ROS was in KY170R-scramble than in KY170R-shRNA1 cells (**Figs. 4A–B**). Upon irradiation, the level of ROS remained low in KY170R-scramble cells but remarkably increased in KY170R-shRNA1 cells with the difference being almost 3 folds (**Fig. 4B**). Coincident with simultaneous AKR1C3 knockdown and ROS increase in irradiated KY170R-shRNA cells, the number of foci of phospho-γ-histone (**Figs. 4C–D**), a biomarker of DNA damage [24], accompanied by many more chromosomal breaks and gross nuclear abnormalities (**Figs. S3A–B in File S1**), was much higher than in irradiated KY170R-scramble cells 48 h post irradiation. A parallel experiment performed in the presence of N-acetyl cysteine (NAC), a chemical scavenger of ROS [25], indicated that the IR-induced DNA damage in KY170R-shRNA1 cells and the derived morphologic features were prevented (**Fig. 4E**). We concluded that AKR1C3 has the same ability as NAC to alleviate oxidative stress and thus diminish radiation-induced DNA damage, conferring radioresistance.

**Figure 4:**
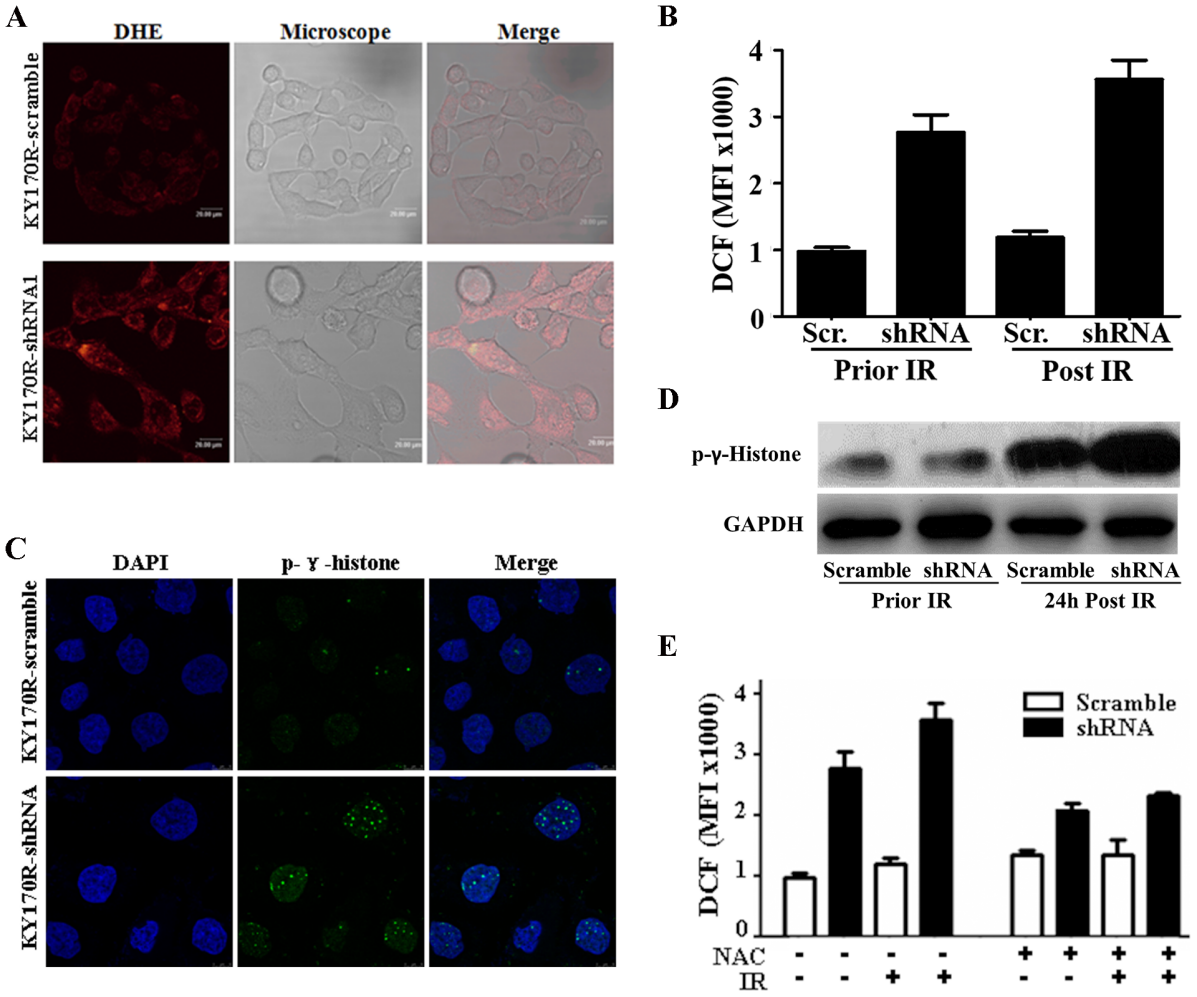
Mechanistic exploration of AKR1C3 as a cellular factor for protecting cells from irradiation damage. (**A**) Representative microscopic view of the accumulation of ROS in KY170R-scramble *v.* KY170R-shRNA1 cells stained by DHE. (**B**) Quantifications of the ROS levels in KY170R-scramble *v.* KY170R-shRNA1 cells prior to and 24 h after IR at a dose of 4 Gy. (**C**) Representative microscopic view of phospho-γ-histone foci in KY170R-scramble *v.* KY170R-shRNA1 cells. (**D**) Characterizations of phospho-γ-histone in tested cells by Western blotting. (**E**) N-Acetyl cysteine (NAC)-mediated scavenging of ROS at a IR dose of 4 Gy. Each quantitative measurement was carried out in triplicate and repeated at least twice with an error bar less than 25%.

### Retrospective studies of radioresistance and AKR1C3 expression in esophageal carcinomas

We performed retrospective studies to assess the potential relevance of AKR1C3-related radioresistance in esophageal carcinomas. Esophageal tumor samples, a small piece of tumor specimens taken for pathological diagnosis, were collected from 28 patients who were unable or unwilling to accept surgery (**Table S1 in File S1**). These tumor specimens were then screened via immunohistochemistry to determine the expression levels of AKR1C3. All patients accepted esophageal bed area conformal radiation therapy with the radiation dose at 58–64 Gy. The curative effects were evaluated by reviewing chest CT one months after radiotherapy. Of these patients, 20 were congenitally resistant with tumor volumes shrank less than 50% upon IR; 8 were radiosensitive and became almost tumor-free upon IR treatment.

Immunohistochemical staining analyses indicated that 7 (35%) of the radioresistant tumor specimens displayed high levels (+++, *i.e.*>75% tumor cells are AKR1C3 positive), and 8 (40%) displayed intermediate levels of AKR1C3 expression (++, *i.e.* 75%∼50% tumor cells contains AKR1C3 protein) (**Fig. 5A–B** and **Fig. S4 in File S1**). The remaining 5 (25%) had a low or undetectable levels of AKR1C3 expression (+/−, *i.e.* 0–50% tumor cells were AKR1C3 positive). By contrast, none of the 8 radiosensitive tumor samples were found to express a high level (+++) of AKR1C3. Only 3 (37%) of the radiosensitive tumor samples had intermediate levels of AKR1C3 but 5 (63%) showed a low or undetectable level (+/−) of AKR1C3 expression (**Fig. 5A–B** and **Fig. S4 in File S1**). Clearly, a strong correlation (p <0.017) exists between elevated expression of AKR1C3 and radioresistance of esophageal carcinoma, implying that AKR1C3 might be a prognostic marker for cancer radiotherapy.

**Figure 5:**
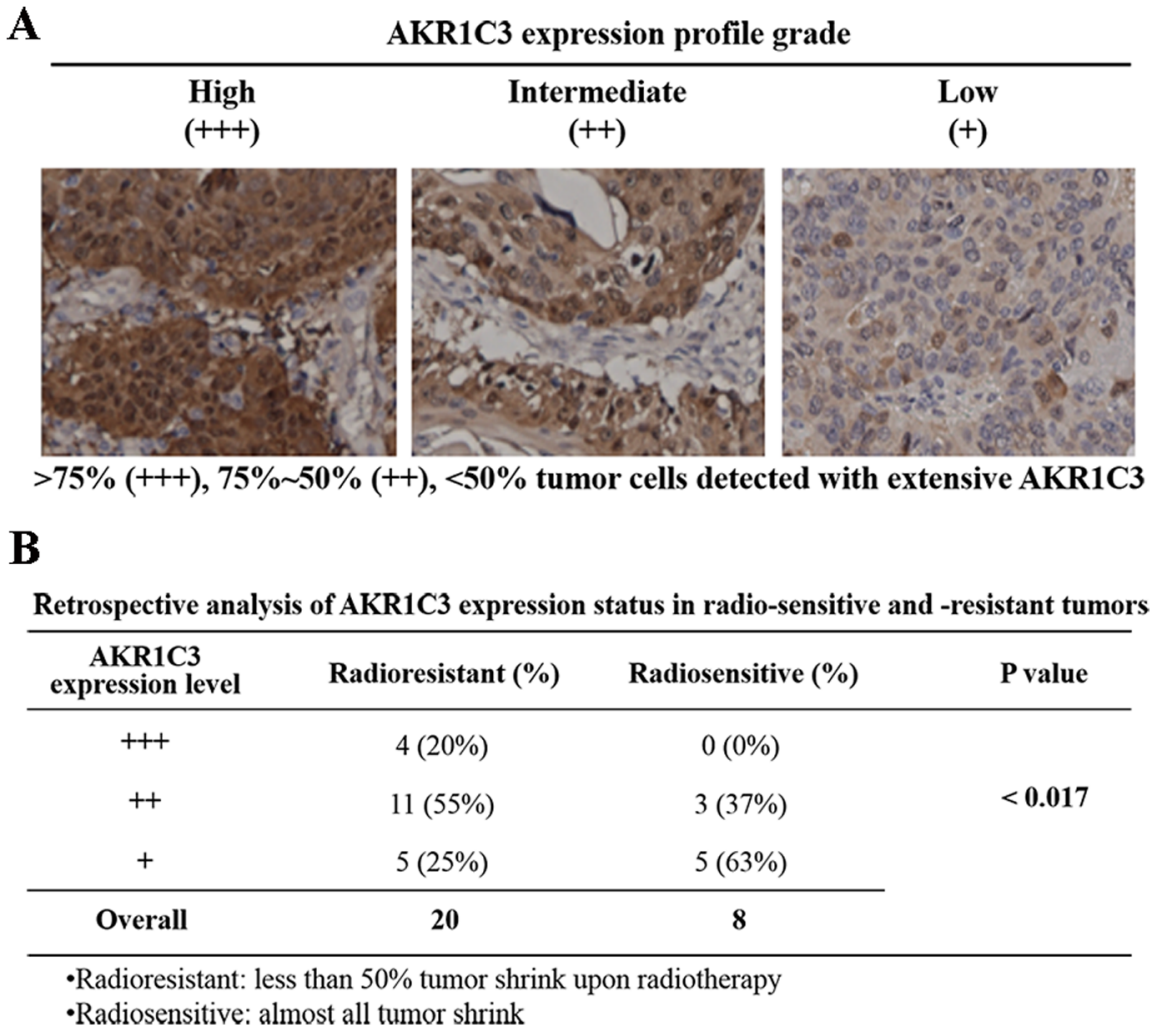
Retrospective analysis of the relevance of AKR1C3 expression and the outcome of IR in esophageal carcinomas. (**A**) Subjective levels of expression of AKR1C3, namely, high (+++), intermediate (++), low or none (+/−), in esophageal carcinomas. (**B**) Levels of expression of AKR1C3 in esophageal carcinoma from 28 patients who were congenitally sensitive or resistant to IR.

## Discussion

ROS are the key mediators of cellular oxidative stress which determines the cellular redox environment [26]. Excessive levels of ROS are critical in IR-induced cell death. Irradiated cells, in particular those under intermittent exposure that generate excessive ROS, will exist in a state of oxidative siege in which survival requires cells to empower their defense systems to escape oxidative damage. It has been demonstrated that superoxide dismutase constitutes the first line of antioxidant defense systems - catalyzes the breakdown of the superoxide into hydrogen peroxides, which are then removed by catalase [23]. Elevated expressions of superoxide dismutase 1 (SOD1) have been reported in human gliomas and thus conferred radioresistance [15], [16]. Glutathione peroxidase and methionine reductase are also antioxidant enzymes which metabolize ROS [23].

In this study, we reported the coincidence of differentiation of AKR1C3 expression, cellular ROS level and DNA damage in radioresistant KY170R vs. non-resistant KY170 cells. We propose that AKR1C3 is a cellular component participating in the process of scavenging of cellular ROS, sharing the same properties as antioxidant enzymes, at least in *in vivo* to escape oxidative damage (**Fig. 6**). Removal of ROS, either by antioxidant enzymes, AKR1C3 or other unidentified cellular factors, might be a common mechanism account for radioresistance. Unlike glutathione peroxidase (GPx), peroxiredoxin (TPx) and superoxide dismutase (SOD) which are found in essentially all living organisms, AKR1C3 is expressed at a relatively low level in most normal tissues except the prostate and mammary gland [27], [28]. Thus, the expression level of AKR1C3 in tumor cells might be useful as a biomarker for prediction of cellular radioresistance.

**Figure 6:**
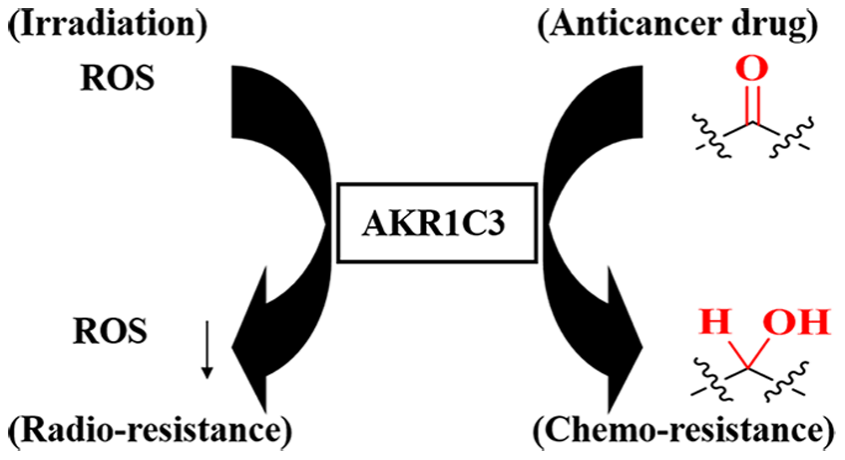
A proposed mechanism of AKR1C3-mediated radioresistance and certain cases of chemo-resistance *via* its reductive capability.

AKR1C3 has received extensive attention due to its strong reductive activity towards a variety of substrates. It catalyzes the NADPH-dependent reduction of endogenous aldehydes and ketones to the corresponding alcohols [28], [29]. It also catalyzes the conversion of prostaglandin D_2_ (PGD2) to 11β-PGF2, PGH2 to PGF2a and quinone to catechol [30]. The elevated expression of AKR1C3 in tumor cells will maintain a reductive cellular environment, which not only leads to lower concentrations of ROS but may also be associated with chemoresistance. AKR1C3 has the capability of reducing carbonyl-containing anticancer drugs, such as doxorubicin, into the related alcohols thereby destroying their anticancer effect [31]. Such trend is also observed in KY170R cells which displayed chemoresistance towards doxorubicin as compared to KY170 cells (**Fig. S3C in File S1**). Other groups have demonstrated that elevated expression of AKR1C3 can suppress differentiation of HL-60 tumor cells [28], [32] and promote angiogenesis of PC-3 tumor cells [33], both associated with a poor therapeutic outcome [34]. It is possible that cellular redox-directed intervention *via* AKR1C3 might, to some extent, overcome radio- and chemo-resistance (**Fig. 6**) and even promote the differentiation of tumor cells, offering a new strategy for the treatment of malignancy.

The close relevance of AKR1C3 and radioresistance observed in esophageal carcinomas might have significant impact on cancer target therapy. Elevated expression of AKR1C3 has been frequently found in human malignancies, such as renal carcinoma [35], prostate cancer [36] and breast cancer [29]. A very recent survey of the expression of AKR1C3 in 2490 surgical samples from 19 types of cancer revealed a strikingly elevated expression of AKR1C3 in a subset of hepatocellular (58%); bladder and gastric (>50%); and non-small cell lung (48%) carcinomas [37]. Interestingly, it was found that elevated expression of AKR1C3 in lung cancer was restricted to non-small cell lung cancer; no AKRIC3 expression was detected in small cell lung carcinomas (SCLC) [37]. These observations correlate surprisingly well with clinical observations: SCLC is always highly radiosensitive and radiotherapy can significantly enhance survival of SCLC patients [38]. In addition, breast cancer patients with higher levels of expression of AKR1C3 had a worse overall prognosis [39] after irradiation and a higher rate of late recurrence [40]. These clinical observations suggest that elevated levels of expression of AKR1C3 lead to radioresistance in tumors other than esophageal cancer. It also suggests that a combination of IR and suppression of AKR1C3 represent an effective way to eradicate malignant tumors.

Collectively, we explored the non-radioresistant vs. resistant esophageal cancer cells and found the coincidence of differentiation of AKR1C3 expression, cellular ROS level/DNA damage and acquired radioresistance. AKR1C3 acts as a switch controlling the response of tumor cells and the derived xenografts to IR. Cellular monitoring of the oxidative stress in the AKR1C3-elevated cells indicated that IR-induced ROS accumulation and the concomitant DNA damage was significantly alleviated, and such protective consequence disappeared upon AKR1C3 knockdown. A retrospective analysis of esophageal carcinomas also indicated the significant trend that a higher expression of AKR1C3 was detected in radio-resistant but not radio-sensitive surgical samples. Our study suggests that AKR1C3 might share the same properties as antioxidant enzymes in alleviation of ROS accumulation in tumor cells and may serve as a potential biomarker for predicting prognosis of radiotherapy and even direct a targeted therapy for esophageal cancer and other tumors.

## Supporting Information

File S1 **Supporting information.** Figure S1, Characterization of AKR1C3 expression and effect on cell proliferation. (**A**) Comparisons of cell proliferation, based on AlamarBlue assay, among KY170R-shRNA1, -shRNA2, -shRNA3 and –scramble cells together with their parental KY170R and KY170 cells to explore the effect of AKR1C3 knockdown on the growth of cells. Each experiment was carried out at least in triplicate and repeated twice with the error bar less than 20%. (**B**) Survival curves for comparison of the effect of AKR1C3 knockdown (sh1, sh2 and sh3 vs. scr.) and (**C**) overexpression (AKR1C3 vs. pcDNA3.1) on the sensitivity of KY170R, KY170 cells and TE13R cells to irradiation, which were determined by colony-formation assay. Each experiment was carried out at least in triplicate and repeated twice. Figure S2, Representative scale-up analyses of the effect of AKR1C3 on irradiated tumor stained by immunochemical and HE staining. Figure S3, Mechanistic exploration of AKR1C3 involvement in radioresistance. (**A**) Representative microscopic view and (**B**) quantitative comparisons of nuclear abnormalities in KY170R-scramble *v.* -shRNA1 cells post 4 Gy IR treatment. (**C**) Comparisons of the effect of elevated expression of AKR1C3 on proliferation of KY170R cells treated by doxorubicin. Figure S4, Analyses of AKR1C3 expression in 28 surgical samples of esophageal carcinomas. Among them 20 tumor samples are radioresistant and 8 are radiosensitive. Table S1, Characterizations of 28 esophageal cancer patients.
(RAR)

How the deposited data were processed for this re-analysis (not part of the article)

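Gene expression was measured in the esophageal squamous cancer cell line TE13 and its radioresistant derivative TE13R at 0, 8 and 24 h after irradiation, on 6 Illumina Human-6 V3 arrays of 1 colour. Each line and time point has 1 array. The authors collected the data with the BeadStudio software and deposited intensity values on a linear scale, 1 column per array. The background had been subtracted, since each array has values below 0, and the arrays had been brought to 1 scale, since their quantiles are nearly equal (the 95th percentile is 2891 to 2897). The version of the software and the method of normalization are not given in the sources used here. The deposited table has no detection p-values and no bead-level errors, so the Illumina DiffScore of the paper's methods was not computed. The arrays of KY170 and KY170R were not analysed here.

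Probes were named through the platform annotation. Of 48803 probes, 27578 have 1 gene symbol, 13 have several and 21212 have none there, and 27541 of the first were found by Entrez identifier in the RefSeq gene table of GRCh38.p14, which changed 0 symbols. The table's positions were used only for the order of genes along the chromosomes in the test of neighbouring genes. Intensities below 0 were set to 0, 16 was added and log2 was taken. Probes were kept where they lay in the upper 50% of the array's values on at least 3 of the 6 arrays (24765 probes), and the probe with the highest mean stood for each gene, which left 12783 genes. The detection limit, chosen after the data were seen, is 3 times the root mean square of the values below 0, or 20.2 on each array. Where a gene was below it on all 3 arrays of a line, or on 1 or 2 of them for the 24 genes with the largest differences, a fold is given as a bound, the mean log2 intensity of the brighter line against the mean of, per array, the higher of the limit and the probe's own intensity, which is a geometric mean over time points. For SIRPA, PPP2R2C, SPRR1A and LHX2 the ratio of the arithmetic means, with the limit in place of lower values, was smaller and is given as the bound. A change after irradiation is given as a bound in a line where only 1 of the 2 arrays compared lies above the limit, as its intensity against the limit.

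The lines were compared in limma 3.58.1 (R 4.3.3) by lmFit and eBayes with a mean-variance trend, with the time point as a block, and p-values were adjusted by Benjamini-Hochberg. There are 2 residual degrees of freedom and 5.79 were added by the prior. The contrasts of 8 h and 24 h with 0 h come from the same fit, in which the 2 lines are the repeat. The interaction of line and time leaves no residual degrees of freedom and was not tested. Gene lists, 30 of them, were written before the data were examined, and 28 with at least 5 measured genes were tested with camera at a preset correlation of 0.01. Genes are named by a rule also set before the data were examined: the genes the paper names with the paralogs of AKR1C3, the 12 largest differences in each direction among genes called and at least 2-fold apart at all 3 time points, up to 4 called members of each list (the 2 with the largest differences where none was called), and the 5 highest and 5 lowest changes at 8 h and at 24 h among genes that moved at least 1.5-fold the same way in both lines. Among the 24 largest differences 2 genes known only by a provisional or clone name were passed over, and Y-linked genes are not reported. Not every gene that the rule yields is reported. Genes named outside this rule were chosen after their values were seen.

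The fit was tested on simulated arrays of 12783 genes with 50 genes set apart by each of 1, 2, 3 and 4 log2 units. Noise was drawn for each gene alone from its fitted spread, so the simulation holds no correlation between genes. It called 66% of those set 1 unit apart and 100% of those set 2, 3 or 4 units apart, and 19 of its 202 calls were genes set to no difference. In camera, 2 of 100 random unmoved lists had a p under 0.05. These lists too were of independent genes, while the G2/M genes had an estimated correlation of 0.673 in the data. The simulated shares need not hold for the genes and lists tested. The alternatives tried were offsets of 1 and 64, quantile normalization, centring on the median, no filter and a stricter filter (upper 35%) on dim probes, no time point in the model, no mean-variance trend, the mean of a gene's probes, the methods' t-test, leaving out each time point, other sizes of difference, camera with an estimated correlation and fry, and, chosen after the data were seen, the contrast of 24 h with 8 h.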

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

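The tests of a signal ceiling, of exchanged labels, of paralog signal, of probe noise and of RNA preparation, and the use of p53 targets as an explanation, were chosen after the results had been seen.

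AKR1C3 had nearly the same intensity in TE13R and TE13 at 0, 8 and 24 h. The tables argue against a hard ceiling of the signal, since at least 129 probes were brighter than AKR1C3 on every TE13R array, up to an intensity of 67593, and 9 of 121 probes with a mean in the range of AKR1C3 were at least 2-fold apart between the lines at some time point. The largest difference among these 121 was 2.68-fold, so a compressed signal at this brightness is not excluded. The tables also argue against line labels exchanged at 1 time point. An exchange turns the sign of a difference and leaves its size, while AKR1C3 had log2 differences of only -0.067, 0.093 and 0.022 at 0, 8 and 24 h. Across genes, 5 were at least 2-fold apart at every time point in mixed directions, against 284 in 1 direction. Other mix-ups of samples were not tested. Signal of a paralog at the AKR1C3 probe stays open, since the brightest AKR1C2 probe had a log2 difference of -0.02 and no probe sequence was used that would tell the genes apart. Whether the cells on these arrays and those of the other assays differed in AKR1C3 was not tested.

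In both lines the 0 h arrays stand apart from the 8 h and 24 h arrays, on a first principal component with 60.6% of the variance, and 7177 genes were called between 8 h and 0 h and 7093 between 24 h and 0 h, changes that the paper does not report. Noise of single probes is argued against as the whole cause, since the changes from 0 h of 2 probes of a gene correlated across 1614 genes with r of at least 0.787. Preparation, labelling or hybridisation of the 0 h RNA apart from the rest stays open, since 45 small structured RNAs had a median change of 0.98 at 8 h, above 99.99% of 10000 random lists of protein-coding genes of like level, and each time point is 1 set of arrays, so that preparation, irradiation and time in culture cannot be told apart. A response of p53 to irradiation also stays open, since the p53 targets did not pass the test (camera adjusted p = 0.794, from limma), which leaves other responses untested and does not show that none occurred.

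KRT13 moved in opposite directions in the lines after irradiation, up in TE13 and down in TE13R, and the change in TE13R minus the change in TE13 was -3.9 at 8 h and -4.8 at 24 h. For KRT15 these values were -3.17 and -4.29, and the difference between the lines was not tested for either gene. The median difference of interferon-stimulated genes between TE13R and TE13, a group the paper does not discuss, was -0.694. The median change of genes of endoplasmic reticulum and amino acid stress from 8 h to 24 h, also outside the genes the paper discusses, was 1.158.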

How the results depend on the processing

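No result turned its direction past the threshold under any alternative run, and the cause of the changes below was not tested. AKR1C3 stayed between -0.022 and 0.057 on the log2 scale over 14 alternatives (lowest adjusted p = 0.839 from limma). Most of the alternatives can hardly move 1 bright probe, and both ends of this range came from leaving out a time point. The count of genes differing between the lines, 647, was 0 with no filter on dim probes in limma (2269 at an unadjusted p under 0.05, over 18665 genes), 14 without the time point in the model, 171 without the mean-variance trend and 1 with the methods' test adjusted (518 unadjusted). With no filter the prior added 0.96 degrees of freedom, against 5.79 with the filter. Leaving out a time point gave 140 (without 8 h) to 824 (without 0 h) genes. The 24 largest differences kept their direction in every alternative. They had been chosen as at least 2-fold apart in 1 direction at all 3 time points, so most alternatives could not turn them. Of these 24, 0 were called with no filter on dim probes, 11 without the time point in the model and 1 with the methods' test adjusted. Genes at least 2-fold apart at every time point, 284, were 471 with an offset of 1 and 141 with an offset of 64, and 779 at 1.5-fold and 123 at 3-fold. At 0, 8 and 24 h alone the counts were 2401, 2594 and 2764 with an offset of 1 and 898, 420 and 594 with an offset of 64. With no filter, 4413 genes changed at 24 h, and 0 between 8 h and 24 h in limma (3759 at an unadjusted p under 0.05), a contrast chosen after seeing the data, which gave 461 without the trend. Of the gene lists between the lines, 5 passed with no filter, 0 with an estimated correlation and 0 with fry. At 8 h and at 24 h 0 passed with an estimated correlation, a test of only 2 degrees of freedom. With fry, base excision and single-strand break repair passed as higher at 8 h (adjusted p = 0.0491 from fry). Leukocyte markers did at 24 h (adjusted p = 0.049 from fry). The G2/M genes did not pass (adjusted p = 0.159 at 8 h and 0.16 at 24 h from fry). Interferon-stimulated genes did not at 8 h (adjusted p = 0.0885 from fry). Of 1170 values of named genes between the lines, 847 kept their side of the threshold, 319 lost the call, 4 gained it and 0 reversed. The 1170 include genes not called to begin with, such as SOD1, ACTB and GAPDH, which could not lose a call. The share lost among called genes is therefore larger. Dim genes are limited by the background, with 37.3% of probes above the detection limit.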

Differences from the paper's values

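The paper's value for AKR1C3 mRNA in radioresistant over parental cells, measured by RT-PCR, is 10-fold, and the arrays give 1.01-fold for TE13R over TE13. The assays differ, and the paper's value covers KY170R and KY170 as well. For TE13R over TE13 the paper's Fig. 1B, read by eye, shows about 12 at 0 h, about 18 at 8 h and about 14 at 24 h, and the arrays give 0.955, 1.07 and 1.02. Every alternative set before the data were examined that gives these values leaves each of the differences in place, and none brings a value within 1.5 times the paper's. Most of these alternatives can hardly move the ratio of 1 bright probe on arrays already on 1 scale. They therefore do not test where the difference from the paper comes from.

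The colours of Fig. 1A show AKR1C3 higher in TE13R than in TE13 at each time point, the methods cite this data set, with others, for the profiling, and the legend gives the same lines and time points. On the arrays analysed here it was lower in TE13R at 0 h, with 37103 against 38854, and higher at 8 h, with 26809 against 25136, and at 24 h, with 31318 against 30845. None of these pairs was 1.5-fold apart.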

Other observations

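The contrast of 24 h with 8 h and the tests of neighbouring genes were chosen after the data had been seen, and the counts over other splits of the arrays before. Between 8 h and 24 h after irradiation, genes of endoplasmic reticulum and amino acid stress rose in both lines, with a median change of 1.34 in TE13 and 1.17 in TE13R. Against 0 h the medians were -1.009 at 8 h and 0.075 at 24 h in TE13R, a return to about the 0 h level. In TE13 they were -0.293 and 1.285. At 24 h against 0 h the list did not pass (camera adjusted p = 0.138 with the preset correlation, from limma). Of 25 measured members 14 rose and none fell (20 rose when adjusted over the list alone, camera adjusted p = 1.42e-10 with the preset correlation, adjusted p = 0.967 with an estimated correlation, from limma). DDIT3 rose by 4.57 in TE13 and 3.73 in TE13R on the log2 scale, CHAC1, which degrades glutathione, by at least 19.9-fold in TE13, where it lay below the detection limit at 8 h, and by 3.03 in TE13R, the chaperone gene DNAJB9 by 2.03 and 1.88 and PSAT1, an enzyme of serine synthesis, by 1.34 and 1.93. Interferon-stimulated genes rose as well, 10 of 35 with none lower (16 higher and 1 lower when adjusted over the list alone), with medians of 0.34 in TE13 and 0.82 in TE13R (camera adjusted p = 3.72e-06 with the preset correlation, adjusted p = 0.967 with an estimated correlation, from limma). GDF15 rose by 4.76 and 4.75. In all, 975 genes rose and 668 fell between 8 h and 24 h, and with no filter on dim probes limma called 0 (3759 at an unadjusted p under 0.05).

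Other groups did not pass as lists between TE13R and TE13, but held called members, of which a part is given here. Among other such members SLC2A3 and VEGFC were lower with -2.04 and -1.66, and DNAJB9 and FGFBP1 were higher with 1.64 and 1.20. Of 20 inflammatory targets of NF-kB 3 were higher and none lower (5 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.353, from limma), namely PTGS2, a cyclooxygenase, with a log2 difference of 2.19, the chemokine gene CXCL8 with 1.97 and IL1B with 0.71, while the median of the list was -0.07 and its mean 0.28. Of 19 heat shock genes CRYAB with 2.12 and HSPB1 with 0.69 were higher and none was lower (2 higher when adjusted over the list alone, camera adjusted p = 0.155, from limma). Of 22 genes of homologous recombination only RAD51B was called, lower with -1.55 (camera adjusted p = 0.173, from limma). It lay above the detection limit on 2 of 3 TE13R arrays. Of 22 genes of base excision and single-strand break repair only APTX was called, higher with 0.94 (camera adjusted p = 0.599, from limma). Over all 12783 genes 5.1% were called, so 1 of 22 is near that share. CORO1A and CSF1R, of 7 measured leukocyte markers, were lower with -1.90 and -1.60. Over 14 alternatives RAD51B and CSF1R were called in 5 each, and IL1B and HSPB1 in 7 each.

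Genes at least 2-fold apart at every time point lay next to each other on the chromosomes more often than in random orders of the genes. Of 281 such genes placed among 12755, 14 neighbouring pairs differed in 1 direction, against a mean of 3.2 and a highest count of 12 in 10000 random orders (one-sided permutation p = 1.0e-04, the smallest that 10000 orders can give). Among pairs whose symbols differ in the first 3 letters there were 10, against a mean of 2.94 (p = 0.0011 by permutation), but 2 of these, MX1 with MX2 and LHB with CGB3, are of 1 family. The 8 others, set against the same random orders, were still more than chance gives (one-sided permutation p = 0.012), which argues against gene families with similar probe sequences as the whole cause. Neighbouring genes that differ together are a hypothesis found and tested on the same data, and copy number, which may lie behind it, was not measured. The pairs include KRT13 and KRT15, S100A8 and S100A9, and FAM3C and PTPRZ1, higher in TE13R, and MX1 and MX2, FERMT2 and BMP4, and NGEF and INPP5D, lower.

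With the time point as a block there are 4 ways to assign the line labels within time points, and 1 of them, the real one, called as many as 647 genes, with a highest count of 0 among the others. Without the time point there are 10 splits of the 6 arrays, and 1, the real one, called as many as 14 genes, with a highest count of 0 among the others. These splits are too few for a share under 0.05.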
